A study of Mus musculus with 3 samples. Its data were reported in "Maintenance of Self-Renewal and Pluripotency in J1 Mouse Embryonic Stem Cells through Regulating Transcription Factor and MicroRNA Expression Induced by PD0325901" (2015).

How the data were processed

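J1 is a mouse embryonic stem cell (mESC) line, and PD0325901 (PD) is a small molecule inhibitor of the kinase MEK, which activates ERK. The 3 samples were RNA preparations of J1 mESCs treated with 1 µM PD for 24 h in medium with leukemia inhibitory factor (LIF) at 1000 U/mL. Per the labels they were replicates 1 to 3 of 1 group. Each was hybridised in 1 colour (Cy3) to its own Agilent mouse expression array, and the file headers place the 3 arrays on 1 slide and in 1 scan, so slide and scan did not differ between them. Cells without PD were not analysed here. No comparison of treated with untreated cells was therefore made, and no p-value for an effect of PD was computed.

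Per the file headers, the scanner values are spot intensities made with Agilent Feature Extraction 10.7.3.1. The software subtracted the background within each array, removed spatial and multiplicative trends and replaced the lowest values with small positive ones, which gave the processed signal. It also set flags per spot, among them whether a spot was well above background, saturated, non-uniform or an outlier among the spots of its probe. These intensities were not normalized between arrays by the authors. The authors also deposited a table with 1 value per probe and sample on the log2 scale, with no statement of how it was normalized. The grid of the array refers to the mouse build mm9, and no coordinates are given here. The files carry accessions in place of gene names, so probes were named by matching the accession, without versions, to the RefSeq gene table of GRCm38.p6. Of 55681 probes that were not controls, 27235 (48.9%) were matched, to 20660 gene symbols. Another 16181 probes (29.1%) carry the name of a genomic region and 12265 probes (22.0%) carry other identifiers, and both kinds were used without a gene name.

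The level of a probe was the log2 of its processed signal, averaged over its spots without outlier flags, minus the 75th percentile of that array over the probes that were not controls. A level of 0 is thus the 75th percentile of the array. Levels of different probes depend also on the sequence of the probe, so differences in level between genes were not tested. A probe was taken as detected on an array if at least 50% of its spots were flagged well above background. No spot was saturated on any array. A gene was represented by its probe with the highest mean level. The SD of a probe was taken over the 3 arrays, and a probe was counted as differing widely if its highest and lowest level were more than 1 log2 unit apart. The number of arrays limits the precision of every mean and SD.

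With 1 array per sample, single samples have no error of their own for most probes. For the 399 probes with 10 spots per array, the arrays were compared with the error of the spots by the moderated F test of limma 3.58.1 in R 4.3.3 (lmFit, eBayes), with Benjamini-Hochberg adjustment at 0.05. That test is about these 3 hybridised samples and not about a condition. On simulated spots for the 284 tested probes it recovered 96% of 100 probes changed by 0.3 log2 units and called 0 of 184 unchanged ones. Smaller changes, shifts of a whole array from its scaling and errors shared between spots were not simulated. The simulation therefore does not cover calls that rest on these.

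There were 14 gene lists, which were fixed before the data were examined. Lists of study genes held 11 pluripotency genes, 4 differentiation genes and 10 other genes the study followed. The others held genes of naive pluripotency (16), primed epiblast (10), primitive endoderm (10), mesoderm and trophoblast (10), targets of ERK (15), the 2-cell-like state (15), the Y chromosome with Xist (5), the Dlk1-Meg3 region (5), fibroblasts (10), adult tissues (20) and housekeeping (12). Several genes stand in more than 1 list. Detection of a list was tested against all other named genes with the two-sided Fisher's exact test, adjusted over the 12 lists with at least 5 genes on the array (13 lists where probes were counted instead). The spread of a list was described by the percentile of its median SD among 10000 random lists of the same size, matched on mean level in 20 bins, for the 10 lists with at least 5 detected genes. In a simulation over the 14999 detected genes, 4.00% of 200 random lists came out above the 95th percentile and 6.50% below the 5th. Of 100 lists with SDs multiplied by 3, 100% came out above the 95th. Smaller factors were not simulated, so the power for smaller excesses is not known. Genes are not independent replicates, so both the detection test and the percentile of spread describe the lists on these arrays. Named are all study genes, members of other lists where detection is described, and the 5 detected genes with the largest SD.

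The alternatives were quantile normalization, the median in place of the 75th percentile, the percentile over detected probes, normexp background correction with an offset of 50 on the raw spot and background medians, no filter on dim probes, bright probes only, other rules for detection and for several probes of a gene, the deposited table, and leaving out each replicate. The files hold no mean raw signal, so normexp started from the median signal of a spot, which departs from the usual column. Cyclic loess, keeping the outlier spots and leaving out marked parts of the array were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for all other steps.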

Results

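The study used expression arrays on PD-treated and control J1 mESCs to follow the effect of the inhibitor. The 3 PD-treated cultures were measured on 1 array each, and every array carried 62976 spots, of which 59305 held probes that were not controls. Of the 55681 probes, 55249 had 1 spot, 33 had 2 spots and 399 had 10 spots. The 75th percentile of the processed signal was 619 on replicate 1, 578 on replicate 2 and 594 on replicate 3, and the median signals were 44.5, 43.1 and 41.3. The median local background was 18 on each array. The lowest signal of a spot flagged well above background was 10.1, 11.4 and 10.3, respectively. The spiked-in E1A transcripts, 10 probes with 35 spots each, gave a slope of log signal on log amount of 0.973, 0.977 and 0.978. The median coefficient of variation between spots of a probe was 4.85%, 6.36% and 5.36%. The scanner software marked 25 spots as non-uniform on replicate 1, 187 on replicate 2 and 8 on replicate 3, controls left out. Of the 308 negative control spots, 5 (1.62%), 16 (5.19%) and 4 (1.30%) were well above background.

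The first question was how much of the transcriptome could be measured in PD-treated cells. Probes were well above background in 36311 cases on replicate 1 (65.2%), 35124 on replicate 2 (63.1%) and 35176 on replicate 3 (63.2%). On all 3 arrays 33560 probes (60.3%) were detected, 17791 probes (32.0%) were detected on none, and 4330 probes (7.78%) on 1 or 2 arrays. With the looser flag for signals that were positive and significant, 40752 probes passed on all 3 arrays, which was the alternative that moved the count most. Probes matched to a gene were detected on all arrays in 19712 of 27235 cases (72.4%). The share was 46.3% for probes named for a genomic region (7484 of 16181) and 51.9% for the remaining probes (6364 of 12265). Of the 20660 genes, 15026 (72.7%) were detected by their representing probe. Among the 5476 genes with more than 1 probe, 974 (17.8%) had some probes detected on all arrays and others not.

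The replicates were then compared with each other over 33474 detected probes that kept an unflagged spot on each array. Across probes, Pearson's r was 0.996 between replicates 1 and 2, 0.998 between 1 and 3 and 0.996 between 2 and 3. Probes are not independent replicates, and these coefficients mainly reflect the wide range of levels. The SD of the difference was 0.29, 0.22 and 0.29 log2 units for these pairs, so replicate 2 lay farther from both others. The median SD of a probe over the 3 arrays was 0.091 log2 units, and 95% of probes had an SD below 0.36. The SD fell with the signal: with the probes in 4 equal parts by mean level, its median was 0.19 in the dimmest part, 0.11 and 0.071 in the next ones and 0.059 in the brightest. Without any filter on dim probes the median SD was 0.15 over 55480 probes, the alternative that moved it most. A range of more than 1 log2 unit was found for 618 probes (1.85%). In 421 of them (68.1%) replicate 2 was the array farthest from the median of the 3, in 99 it was replicate 1 and in 98 replicate 3. Without replicate 2 the count fell to 182 of 34485 probes, whereas it was 443 of 33621 without replicate 1 and 475 of 33993 without replicate 3. Replicate 2 was the higher one in 266 of its 421 probes (63.2%), but this split depended on the processing and was 48 of 139 (34.5%) after normexp correction. Over all settings, the absence of a filter moved the count most, to 6441 probes.

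Large differences were unevenly placed on the array of replicate 2. Each array was divided into 48 blocks, 8 groups of rows by 6 groups of columns. On replicate 2, 6 blocks held at least 10 non-uniform spots each, a limit chosen after the counts per block had been seen, and together 148 of the 187. They are called marked blocks here and contained 12.5% of the detected single-spot probes. Of the probes that differed by more than 1 log2 unit between replicates 1 and 2, 184 of 414 (44.4%) lay in the marked blocks (two-sided Fisher's exact test, p = 2.56e-59). Between replicates 2 and 3 it was 196 of 427 (45.9%, p = 5.11e-66 in the same exact test). Between replicates 1 and 3 it was 16 of 149 (10.7%, exact p = 0.619), about the share of probes there. These tests count each spot as independent, but spots near each other may share an error. The p-values can therefore be far too small, and the shares are the better guide. The excess was uneven over the marked blocks: 3 of them held 145 of the 184 and 154 of the 196 probes, and 1 held only 5 and 7. The spots of these blocks without an outlier flag stayed in the main values, and 384 of 29341 probes (1.31%) had a range above 1 log2 unit when the blocks were left out.

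**Figure D1:**
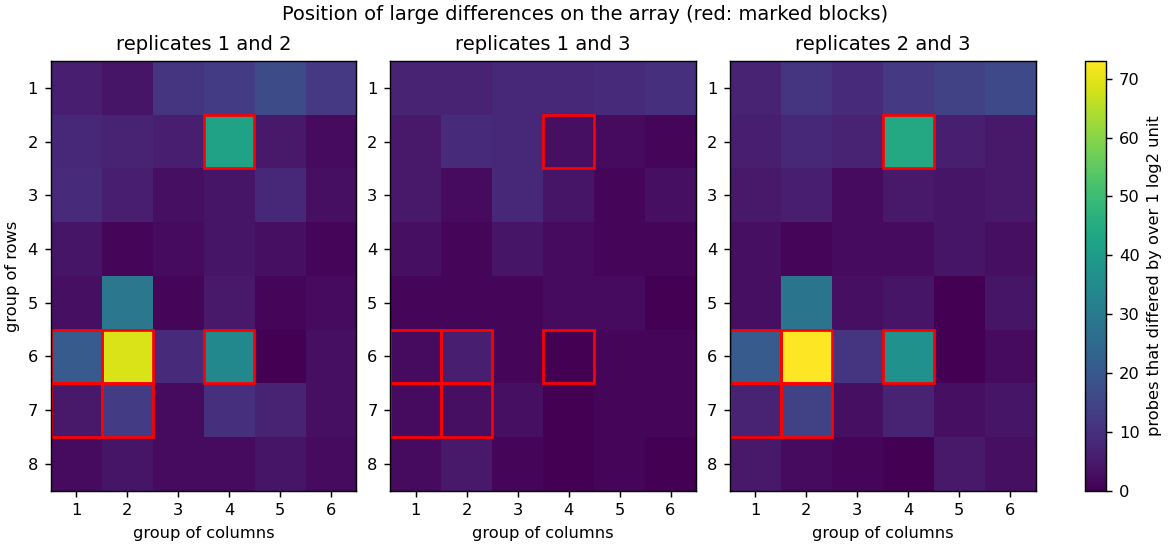
Number of detected single-spot probes whose levels differed by more than 1 log2 unit between a pair of replicates, in 8 groups of rows (vertical axis) by 6 groups of columns (horizontal axis) of the array, with the marked blocks outlined in red. Marked blocks held up to 69 such probes for replicates 1 and 2 and up to 73 for replicates 2 and 3, against at most 6 for replicates 1 and 3, and blocks that were not marked held up to 29, 28 and 10.

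The 10-spot probes allowed the arrays to be compared with the error of the spots. The median SD between spots of a probe within an array was 0.070 log2 units on replicate 1, 0.085 on replicate 2 and 0.072 on replicate 3. Of 284 such probes detected on all arrays, 113 (39.8%) differed between the 3 arrays at an adjusted p below 0.05 in limma's moderated F test, and 135 at an unadjusted p below 0.05. By pairs, 94 probes differed between replicates 1 and 2, 24 between 1 and 3 and 96 between 2 and 3. None of these differences exceeded 1 log2 unit, and their median size was 0.076, 0.041 and 0.065 log2 units over all 284 probes. Without replicate 2 the F test called 27 probes, against 84 without replicate 1 and 87 without replicate 3. After normexp correction it called 23 probes, the alternative that moved the count most. Which replicate was higher depended on the scaling. Replicate 2 was above replicate 1 in 71 of 94 probes (75.5%) with the 75th percentile and in 55 of 88 (62.5%) after quantile normalization. It was above in 21 of 26 (80.8%) after normexp correction, but in 27 of 74 (36.5%) when the median of each array was used. The median in place of the percentile moves all probes of an array alike, so it can turn the direction of small differences. With the median, 74 probes differed between replicates 1 and 2, 72 between 1 and 3 and 125 between 2 and 3.

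The genes that the study followed were examined next. Of 25 genes, 23 were well above background on all 3 arrays, with a median SD of 0.091 log2 units. Leaving out replicate 2 moved this median most, to 0.055. Among the pluripotency genes, the level of Nanog was 0.38 ± 0.05 (SD, n = 3 here and below), that of Tfcp2l1 was 3.83 ± 0.08, that of Pramel7 was -3.23 ± 0.11 and that of Prdm14 was 2.14 ± 0.04. Klf4 had a level of 4.47 ± 0.04, Esrrb of 6.27 ± 0.10, Sall4 of 4.14 ± 0.04, Stat3 of 3.93 ± 0.11 and Myc of 0.28 ± 0.09. Pou5f1, which encodes Oct4, had a level of 4.55 ± 0.42, the largest SD of the 23 genes. Its levels were 4.35, 5.04 and 4.27 on replicates 1 to 3. Sox2 followed with 3.49 ± 0.23 and levels of 3.54, 3.24 and 3.69. Each was measured by 1 probe with 1 spot, so neither departure of replicate 2 could be set against the error of the spots. The other 21 detected genes had SDs between 0.04 and 0.14.

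Of the differentiation genes, Gata6 had a level of -2.54 ± 0.10 and Wnt8a of -2.87 ± 0.09. T, which encodes Brachyury, was well above background on 2 arrays, with a level of -5.36 ± 0.10. Cdx2 was not well above background on any array, with a mean signal of 5.38 ± 0.553, below the lowest signal well above background on each array. For Egr1, a target of the MEK/ERK pathway, the level was -3.73 ± 0.11, and for the phosphatase gene Dusp4 it was -2.30 ± 0.10. Both were well above background on all 3 arrays at mean signals of 40.3 ± 4.45 and 108 ± 3.20. The growth factor gene Fgf4 had a level of 6.29 ± 0.06. Tet1 had a level of 4.98 ± 0.12, Ezh2 of 2.88 ± 0.04 and Cdkn1a of 2.14 ± 0.14. The genes of microRNA processing had levels of 1.78 ± 0.05 (Dgcr8), 5.09 ± 0.08 (Drosha) and 2.71 ± 0.04 (Dicer1). Gapdh, the reference gene of the study's qPCR, had a level of 9.22 ± 0.05 and was detected by each of its 7 probes. Whether any of these levels differed from untreated cells was not analysed here. Of the 25 genes, 7 had more than 1 probe, and wherever a gene was detected all its probes were. The levels given are those of the brightest probe, and other probes of a gene read lower. The gap was smallest for Drosha, with probes at 5.09 and 4.46, and largest for Stat3, with probes at 3.93 and -1.40.

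**Figure D2:**
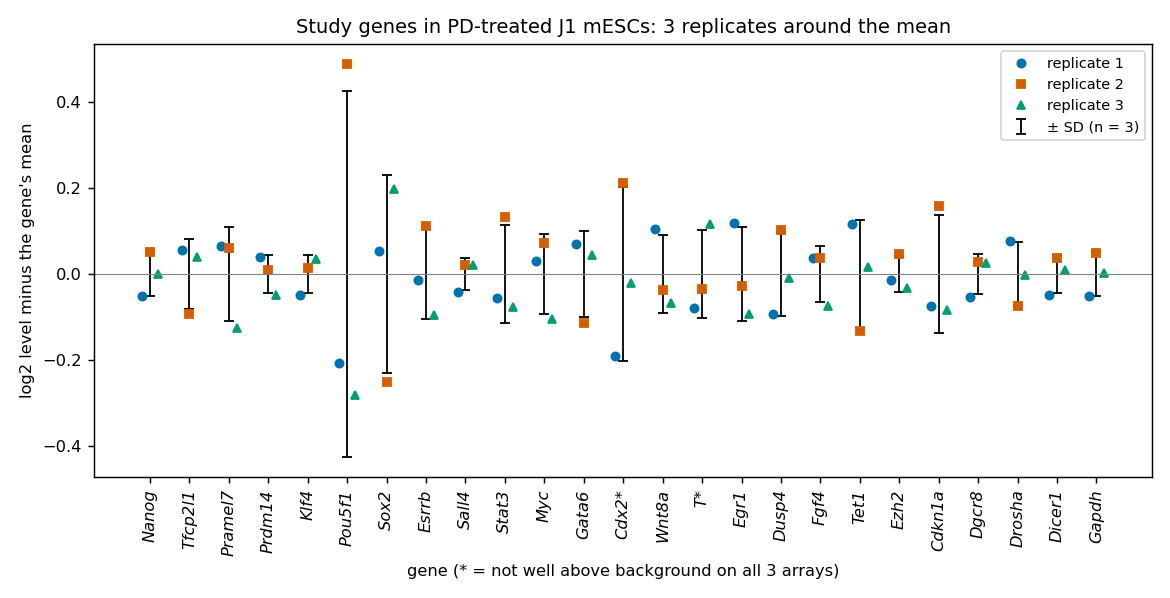
Level of each study gene on replicates 1 to 3 minus the mean of the 3 (vertical axis, log2 units), with bars of 1 SD on either side of the mean (n = 3). Pou5f1 (SD 0.42) and Sox2 (SD 0.23) spread widest among the genes that were well above background on all 3 arrays, and replicate 2 was the outlying one in both.

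Detection of the gene lists asked which cell states left transcripts above background in PD-treated cells. A gene was counted as detected if its representing probe was well above background on all 3 arrays. A gene counted as not detected may thus have passed on some of them. All 16 naive pluripotency genes were detected, against 72.7% of all other named genes (two-sided Fisher's exact test, p = 0.00945, adjusted p = 0.0567). Of 19 adult tissue genes on the array, 8 (42.1%) were detected (exact p = 0.00714, adjusted p = 0.0567): Apoa2, Ins2, Myh6, Myh7, Gfap, Acta1, Mbp and Krt10. No list passed an adjusted p of 0.05, and 5 of the 12 tested lists had an unadjusted p below 0.05. The other 3 of these were the pluripotency genes of the study (11 of 11 detected, exact p = 0.0426, adjusted p = 0.108), the housekeeping genes (12 of 12, exact p = 0.0449, adjusted p = 0.108) and the mesoderm and trophoblast genes (4 of 10, exact p = 0.0301, adjusted p = 0.108). In the last list Eomes, Wnt8a, Gsc and Krt7 were detected. With every probe counted on its own and the p-values adjusted over 13 lists, since the Dlk1-Meg3 genes then entered, 5 lists passed the threshold, the alternative that moved the number most. Without replicate 2 the adult tissue list passed it (exact test, adjusted p = 0.0405), and over its 6 alternatives the adjusted p ranged from 0.0143 to 0.0588.

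Detection was complete for the 10 primitive endoderm genes and the 10 other study genes (both exact p = 0.0715, adjusted p = 0.123). It reached 9 of 10 primed epiblast genes (adjusted p = 0.405 from the exact test), all but Cer1, and 14 of 15 ERK targets (exact test, adjusted p = 0.127), all but Fosl1. Of the 11 genes of the 2-cell-like state on the array, 9 were detected, and Tdpoz1 and Tdpoz3 were not (exact test, adjusted p = 0.738). Among the fibroblast genes 6 of 10 were detected (exact test, adjusted p = 0.571), whereas Col3a1, Col5a2, Lum and Postn were not. The Y-linked genes Ddx3y, Eif2s3y and Uty were detected, and Kdm5d and Xist were not (3 of 5, exact test, adjusted p = 0.675). Among the genes named in this paragraph as not detected, Fosl1 was well above background on 2 arrays. Cer1, Tdpoz1, Col3a1 and Kdm5d were so on 1 array each. The lists with under 5 genes on the array were not tested: 3 of 4 Dlk1-Meg3 genes (Dlk1, Meg3 and Mirg, not Rtl1) and 2 of 4 differentiation genes of the study were detected.

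The spread of the lists between the 3 arrays was then compared with that of genes of like level. Of 10 lists, 2 lay above the 95th percentile of random lists and 0 below the 5th. The 9 detected primed epiblast genes had a median SD of 0.12 log2 units, against 0.065 in the median random list (percentile 99.2). The percentile of this list was 48.2 without replicate 2, 95.1 without replicate 1 and 86.9 without replicate 3, and it was 84.7 when the detected probes of each gene were averaged. The 11 pluripotency genes of the study had a median SD of 0.092 against 0.062 (percentile 96.1). This list was at percentile 99.6 without replicate 1, 86.0 without replicate 2 and 79.0 without replicate 3, and at 26.1 with averaged probes. The averaging left 0 lists outside the 5th to 95th percentile and moved the number most. Without replicate 2, and also without replicate 3, 0 lists lay above the 95th percentile and 2 below the 5th. The remaining 8 lists lay between percentiles 14.0 and 78.8. They were the housekeeping genes (14.0), the 2-cell-like genes (15.7), the fibroblast genes (18.3), the primitive endoderm genes (35.9), the adult tissue genes (41.7), the other study genes (62.4), the naive pluripotency genes (77.5) and the ERK targets (78.8).

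**Figure D3:**
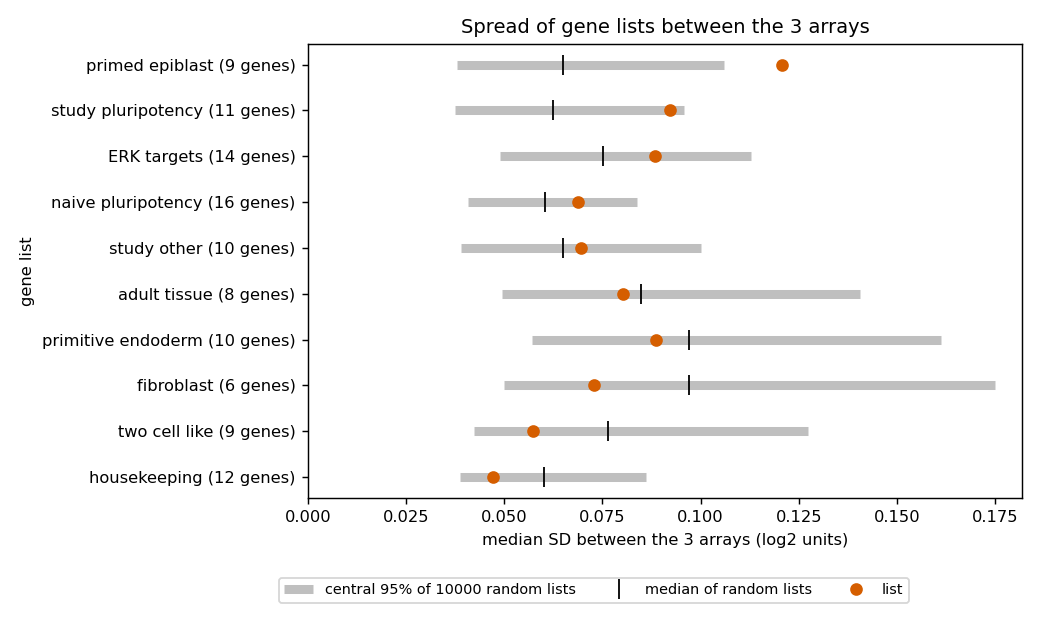
Median SD between the 3 arrays (horizontal axis, log2 units) of the detected genes of each list (points), with the median (ticks) and the central 95% (grey bars) of 10000 random lists of the same size and like mean level. The primed epiblast list, at 0.12, lay outside its bar.

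Among the 14999 named genes detected on all arrays, 147 had a range of more than 1 log2 unit. The 5 largest SDs belonged to D130040H23Rik (1.91), Gpr137c (1.66), Col14a1 (1.65), Smr3a (1.61) and Stkld1 (1.60). In the first 4 genes replicate 2 was the high one. D130040H23Rik, for example, had levels of -3.72, -0.56 and -3.99 on replicates 1 to 3. In Stkld1 replicate 1 was high at -2.26, against -5.06 and -4.99. The probe of Col14a1 lay in a marked block, and the other 4 did not. Of the 50 genes with the largest SD, 23 lay in marked blocks.

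The deposited table was finally set against the scanner values. Across probes, its columns correlated with the log2 processed signal of their own arrays with Pearson's r of at least 0.99985 and slopes of 0.995, 1.01 and 0.993. For single-spot probes the order of values was the same (Spearman's rho of 1 on each array). Sorted, the columns differed by at most 0.04 log2 units, and each had a median of 5.18, against 5.37, 5.32 and 5.25 for the log2 processed signal. The table thus held log2 values of the processed signal that rose with the signal, had nearly the same distribution in each column and were not centred per gene. How this common distribution was made is not known. Differences between arrays kept their size in the table, with slopes of 1.00, 0.976 and 0.981 on those of the processed signal for the pairs 1 and 2, 1 and 3, and 2 and 3.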

Values the study reported

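The study compared PD-treated with control-treated J1 mESCs and reported 1206 differentially expressed genes. Of these, it counted 763 as upregulated and 443 as downregulated. The limits were a fold change above 1.5 and a p value below 0.05.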

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

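The test of this pattern was chosen after the signal had been seen. The array carries 96 probes for the ERCC transcripts, a set of synthetic control RNAs, and these probes enter none of the comparisons above. With no untreated or mock sample among the 3 samples, the signal was set against the flag for signals well above background. On all 3 arrays 13 of the 96 probes passed it. The brightest reached a mean signal of 155 ± 7.14 (SD, n = 3), and the dimmest of the 13 reached 14.5 ± 1.36. The spike-in named by the scanner software was E1A, whose probes had median signals from 3.64 to 415329. In the ERCC mixture the relative amounts are fixed, so its most abundant members would be seen wherever scarcer ones are. The probes of 5 members that are among the most abundant by general knowledge of the mixture, not by the files (ERCC-00130, ERCC-00002, ERCC-00074, ERCC-00096 and ERCC-00004), passed on 0 arrays. Their median signals reached at most 5.29, below the lowest signal of a spot well above background (10.1), which argues against the full mixture as the cause. Unspecific hybridization of RNA from the cells to single probes stays open and was not tested. No biological explanation was tested, since the 3 samples form 1 group.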

How the results depend on the processing

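Alternatives were set before the data were examined, except cyclic loess, the inclusion of outlier spots and the omission of the marked blocks, which were added afterwards. No paired analysis was possible because all samples belong to 1 group.

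The number of probes detected on all arrays stayed within 1.5 times of 33560 under all 6 alternatives and was between 33702 and 34500 when 1 replicate was left out. The median SD was 0.066 with normexp and quantile normalization, 0.071 with normexp and the 75th percentile, 0.065 in the probes above the median of mean level and 0.15 without a filter. It was between 0.065 and 0.081 when a replicate was left out, where fewer samples enter. The number of probes with a range above 1 log2 unit was 152 and 153 with the 2 normexp settings, 98 in the probes above the median of mean level, where fewer probes enter, and 6441 without a filter. It was 384 without the marked blocks, and between 182 (without replicate 2) and 475 when a replicate was left out. Quantile normalization, the median, the percentile over detected probes, cyclic loess, the kept outlier spots and the deposited table moved the median SD by less than 0.0094 log2 units, the SD of its 3 values with 1 replicate left out, and the count by less than 1.5 times. The offset added by normexp compresses differences of dim probes, but the cause of its effect was not tested.

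For the 10-spot probes the count called by limma was 23 with normexp, where the cause was not tested, and between 27 (without replicate 2) and 87 when a replicate was left out. It was 112 without the marked blocks.

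No gene list passed the adjusted threshold in the main setting, 1 did with the rule that 50% of the probes of a gene be detected, 5 did with each probe on its own, and 0 to 1 when a replicate was left out. The number also stayed at 0 with the flag for positive and significant signals. In the setting with each probe on its own, 72.2% of probes of the 2-cell-like list were detected against 72.4% of the others, so its direction reversed. The cause was not tested. Among the 72 values of single lists under the alternatives, 64 kept their direction and their side of the threshold.

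The number of lists outside the 5th to 95th percentile of spread was 0 with the mean of the detected probes of a gene and 1 without the marked blocks, where fewer probes enter. It was 2 whichever replicate was left out, but without replicate 2, and also without replicate 3, these were different lists from the main ones and lay below the 5th percentile, with 0 above the 95th. Quantile normalization and the deposited table gave 3.

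The median SD of the study genes was 0.064 with normexp, 0.064 with the mean of all probes, and between 0.055 (without replicate 2) and 0.089 when a replicate was left out. The mean levels of all 25 genes moved by less than their SD under quantile normalization. All 25 moved by more when the percentile was taken over detected probes, which shifts every probe alike. With normexp 20 of them moved by more, and 7 did with the mean of all probes. These shifts reached 3.50 log2 units with normexp, where Cdx2 went from -6.63 to -3.13. They reached 2.80 with the mean of all probes, where Sall4 went from 4.14 to 1.34. The SDs given with the levels do not cover such shifts.

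The lowest correlation between the deposited table and its array was 0.992 with the raw spot median minus background in place of the processed signal and 0.99997 over detected probes alone, where dim probes do not enter.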

Other observations

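Among the tests below, cyclic loess and those within bins of mean level, on averages of 10 spots, on the primed epiblast list without the marked blocks, on the bright negative controls in the marked blocks and on the scatter around Pou5f1 and Sox2 were chosen after the patterns had been seen. The limit that marks a block was chosen after the counts per block had been seen, so every test on the marked blocks rests on a choice made afterwards. No biological explanation was tested for any pattern, since the 3 samples form 1 group, and differences between the cultures or their RNA stay open throughout.

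Replicate 2 lay farther from replicates 1 and 3 than they lay from each other. The robust SD of its differences was 1.22 times that between the others, 1.10 times after normexp correction and 1.27 times in the deposited table, and the ratio of plain SDs was 1.34, 1.48 and 1.41. A defect in part of the array is not the whole cause, because both differences of replicate 2 were the wider ones in 46 of 48 blocks. A trend with intensity is not either, because around the median of each bin of mean level both differences of replicate 2 were the wider ones in 19 of 20 bins. Cyclic loess moved the values little (ratio 1.21) and decides nothing here. Noise of single spots would average out, but the means of 10 spots gave a ratio of 1.71, with robust SDs of 0.098 and 0.091 log2 units for the pairs with replicate 2, 0.055 for replicates 1 and 3, and 0.032 to 0.035 expected from the error of the spots. Deviations of replicate 2 were also correlated between pairs of probes of a gene across 3821 genes (Spearman's rho 0.138, largest value in 1000 shuffles 0.0476). The same correlation was 0.123 for replicate 1 and 0.081 for replicate 3, so it is not a property of replicate 2 alone. What remains may be a difference in the culture, the RNA or its labelling, which cannot be separated with 1 array per culture.

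Differences of over 1 log2 unit were a different matter. Measured against the mean of the others, replicate 2 was off by more than 1 log2 unit in 370 single-spot probes, and 49.7% of them lay in the marked blocks, which hold 12.5% of the probes. The same measure gave 40.1% of 147 probes for replicate 1 and 33.7% of 175 for replicate 3, but it carries the departure of replicate 2 into the others, and of the probes that differed between replicates 1 and 3 directly 10.7% lay there. A candidate explanation for this part is a local defect of that array. The non-uniform spots flagged by the software are left out already, so spots without that flag carry the excess. Whether these lie close to flagged spots was not tested, since the counts were made per block. The bright negative control spots of replicate 2 were also clustered: the 16 spots fell into 10 blocks, where random draws from the 308 negative controls filled 13.9 on average (one-sided permutation test with 100000 resamples, p = 0.00327). In the marked blocks lay 9 of the 16 (56.2%), against 40 of all 308 (two-sided Fisher's exact test, p = 2.57e-05). That test also counts each spot as independent, so its p-value can be too small.

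Pou5f1 read higher on replicate 2 by 0.73 log2 units than the mean of the other arrays, and Sox2 lower (-0.38). The size of the deviation was at percentile 98.1 of probes of like level for Pou5f1 and 96.5 for Sox2. The spots within 5 rows and columns had median deviations of 0.0226 around Pou5f1 and -0.0626 around Sox2, but a median near 0 does not exclude a defect that scatters spots both ways. The robust SD of the deviations was therefore set against that around 1000 random probes in the marked blocks and 1000 outside them. Around Pou5f1 it was 0.10 log2 units, at percentile 2.90 of the marked blocks, and 0 of 55 neighbours were off by more than 1 log2 unit, so no such scatter was found there. Around Sox2 it was 0.22, at percentile 98.2 of the probes outside the marked blocks and 68.4 of those inside, and 7 of 63 neighbours were off by more than 1 log2 unit. A local defect around Sox2 thus stays open although its probe lies outside the marked blocks. An error of the single spots themselves stays open for both, since no further probe was matched to either gene.

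The primed epiblast list varied more between arrays than genes of like level (percentile 99.2), the highest of 10 such percentiles, so a value of this size can arise by chance in 1 of the lists. It may rest on replicate 2, without which the percentile was 48.2. Whether dim probes contribute cannot be told apart from the loss of genes: the percentile was 86.9 among the 7 genes above the median of mean level. The same holds for the marked blocks, where 2 of the 9 genes lay and without which the percentile was 83.6. When the shift of each list was taken separately for each replicate, 2 of 30 percentiles lay outside the central 95%, with extremes of 1.43 and 97.7.

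Probes for genomic regions were detected in 46.3% of cases. There were 1067 regions with a probe on each strand. A strand was counted as detected if any of its probes was, which held for 77.8% and 79.9% of the 2 strands. These shares count strands and not probes, so they cannot be set against the 46.3%. Both strands were detected in 682 regions (63.9%), against 62.1% if the strands were independent (two-sided Fisher's exact test, p = 0.000647). In 29.8% of regions 1 strand was detected without the other. Signal without regard to strand, for example from genomic DNA, could not be excluded, and it cannot be told apart from transcription on 1 strand, because the probes of a region differ in their affinity.

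The columns of the deposited table shared a distribution that lay below these arrays. At matching ranks the median difference to the mean of the 3 arrays was -0.14 log2 units, and at 48372 of 55681 ranks (86.9%) the table lay below the lowest of the 3 arrays. Quantile normalization of the 3 arrays alone would give their mean. The offset is consistent with further arrays in the authors' normalization, and another target distribution stays open. Another starting column is excluded by the order of single-spot probes, where the lowest Spearman's rho between the table and the processed signal was 1.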
